A study of Schizosaccharomyces pombe with 12 samples.

How the data were processed

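Gene expression was measured by RNA sequencing of wild-type fission yeast, Schizosaccharomyces pombe, grown in rich medium made with ordinary water (H2O) or with heavy water (D2O). D2O is water in which both hydrogen atoms are deuterium. The 12 samples fall into 3 groups of 4: a control group in H2O, a group kept for 5 h in 100% D2O medium and a group kept for 24 h in 100% D2O medium. Per the labels, the cells were in exponential phase and total RNA was purified with hot phenol. The groups and the replicate numbers were taken from the sample titles.

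The authors deposited 1 table per sample, which lists a read count, a feature length and an RPKM value for 7015 features. Per the file headers, the count column holds the number of reads per feature, and its values are whole numbers with no normalisation. The deposited RPKM values (reads per kilobase of feature, scaled to the column total) were recomputed from the count, the length and the column total. The largest relative difference in any sample was 4.96e-06, so the RPKM column carries the same information as the count column and was not tested separately. The feature lengths were the same in every file. The aligner, the counting program, the genome build, the annotation release, the strandedness of the libraries and any rRNA removal are not stated in the headers or labels. All tests used the deposited counts.

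Features were matched by identifier to the RefSeq annotation of assembly ASM294v3, and 6845 of the 7015 (97.6%) matched. Because the files name no genome build, the annotation was used only for gene names, feature classes, neighbour relations, overlaps and GC content, and no coordinates are given. By class there were 5105 protein-coding features, 635 antisense RNAs, 892 other non-coding RNAs, 196 tRNAs, 64 snoRNAs, 49 rRNAs, 32 pseudogenes and 6 snRNAs, and 36 features were not classed. Of the matched features, 4088 (59.7%) overlapped another listed feature by at least 1 base. In the controls the gene adh1 had a mean count of 246376, and the overlapping antisense feature adh1-antisense-1 had 246424. The counts of overlapping features therefore shared reads, and a read could enter the column total more than once. Counts, shares and features below are subject to this.

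The total count ranged from 26775612 to 27166349 per sample. Differential expression was tested with the quasi-likelihood F test of edgeR 4.0.16 (with limma 3.58.1) in R 4.3.3. All 12 samples entered a single model with the group as its only term, so that the groups shared the estimate of the spread. Features with low counts were removed with filterByExpr at its default minimum of 10 counts, which left 6683 features, and 332 were not tested. Samples were scaled with TMM factors. Each factor lay between 0.879 and 0.944 in the controls and between 1.01 and 1.07 in the D2O samples. The biological coefficient of variation was 8.47%. A feature was called changed at a Benjamini-Hochberg adjusted p under 0.05, and changes of at least 2-fold (absolute log2 fold change of at least 1) were counted separately. Standard errors of log2 fold changes were derived as the absolute log2 fold change divided by the square root of the F statistic. CPM denotes the normalised read count that edgeR computes from the library size and the TMM factor. A count of 3 corresponded to 0.104 to 0.126 CPM and was taken as the floor set by depth. This floor covers counting error only, since PCR copies were not told apart.

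Features named in the text followed a rule fixed before the data were examined. For each of the 3 comparisons these were the 3 largest rises and the 3 largest falls among changed features with a mean log2 CPM of at least 3 and no overlap in CPM between the 4 samples of each group. The 5 gene sets were also fixed beforehand: heat shock, core stress response, cell wall synthesis, the cell wall integrity pathway and ribosomal proteins. Ribosomal protein genes were taken by symbol pattern (rpl, rps or rpp and a number), which also admits a few RNase P subunits such as rpp21. For cell wall synthesis 33 of 36 listed symbols (91.7%) matched, and in the other sets every symbol matched. The symbols chr4 and cfh3 of the cell wall synthesis set name the same gene, so that set holds 32 genes. The score of a set in a sample was the mean log2 CPM of its members with a prior count of 2. Scores were compared with two-sided exact permutation tests of 4 against 4 samples, whose smallest possible p is 0.0286, adjusted over 15 tests. Each set's median change was also placed among 10000 random lists of protein-coding features matched on mean expression in 20 bins.

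The alternatives were median-of-ratios or library-size scaling, no low-count filter, a mean of at least 50 counts, DESeq2 1.42.0, a replicate block, a model of only the groups compared, removal of the 10 most counted features, removal of non-coding features, and leaving out each replicate in turn. Gene set scores were also computed with the median over the set and with a prior count of 0.5. Groups share replicate numbers 1 to 4 in the titles, but no label says that samples of the same number were prepared together, so the block is an alternative and not the main design. The counting tests were checked on simulated data with the means and library sizes of the 6683 features, of which 200 were changed. At a simulated log2 change of 1, edgeR recovered 98% of the changed features with 8 false calls. At 0.5 it recovered 88% with 10 false calls. DESeq2 recovered 97.5% with 30 false calls at 1 and 91.5% with 25 at 0.5. In a comparison simulated without changes edgeR called 0 features and DESeq2 called 6. The simulated changes were as many up as down and were placed in the 5 h group only. In the data most features differed, so the check does not show how scaling or false calls behave in that case. Related genes were found with BLAST 2.17.0 (at least 90% identity over at least 200 bases), tables were joined with pandas 2.3.3 and plots were drawn with matplotlib 3.10.9.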

Results

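Transcript abundance was measured in wild-type fission yeast in H2O medium (control) and after 5 h and 24 h in medium made with 100% D2O, with 4 samples labelled as replicates in each group. Total counts ranged from 26971908 to 27041947 in the controls, from 26775612 to 27166349 at 5 h and from 26858891 to 27096763 at 24 h. The highest total was 1.01 times the lowest. A mean of 6844 ± 6.98 of the 7015 listed features (SD, n = 4) had at least 1 count in the controls. The corresponding values were 6881 ± 3.70 at 5 h and 6857 ± 10.99 at 24 h. Protein-coding features held 89.2% ± 0.043 of the counts in the controls, 88.9% ± 0.098 at 5 h and 88.6% ± 1.24 at 24 h (SD, n = 4). The larger spread at 24 h came with replicate 2, in which rRNA features held 2.85% of the counts against 0.119% to 0.177% in the other 24 h samples.

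Replicates were compared before they were averaged. Spearman correlations of counts across features ranged from 0.995 to 0.998 within the control group, from 0.995 to 0.998 within the 5 h group and from 0.995 to 0.999 within the 24 h group. Between groups they ranged from 0.943 to 0.948 for control and 5 h, from 0.909 to 0.918 for control and 24 h, and from 0.964 to 0.969 for 5 h and 24 h. No sample was identical to another, and every pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom of at least 8.33. No pair was therefore treated as 1 library deposited more than once. That the samples are independent rests on the labels, since this check does not tell separate cultures from separate libraries of the same culture. The first principal component of log2 CPM held 73.7% of the variance and separated the 3 groups in the order control, 5 h, 24 h. The second held 18.7% and placed the 5 h samples apart from the other groups.

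**Figure D1:**
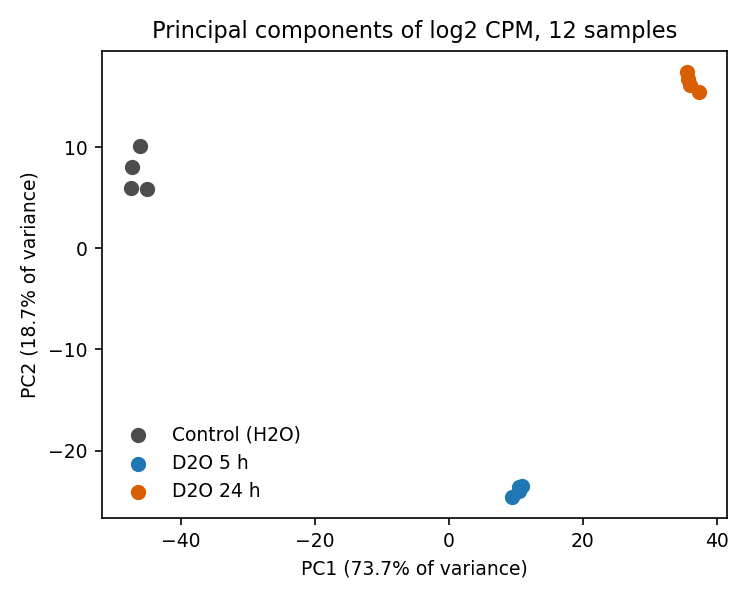
Principal components of log2 CPM for the 12 samples, with PC1 (73.7% of the variance) on the horizontal axis and PC2 (18.7%) on the vertical axis. Each point is a sample coloured by group, and the 4 samples of each group lie together, apart from the samples of the other groups.

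The first comparison asked which transcripts differed from control after 5 h in D2O. No H2O culture kept for a matching time was analysed here, so at 5 h and at 24 h alike time in D2O cannot be separated from time in culture or from the transfer. Of the 6683 features tested, 5108 (76.4%) differed from control at an adjusted p under 0.05 in the edgeR test. There were 2616 higher and 2492 lower features. The median absolute log2 fold change of the changed features was 0.48, and 821 features changed at least 2-fold, with 566 higher and 255 lower. Among the 5089 protein-coding features tested, 3993 changed, 517 of them at least 2-fold. With the replicate number as a block, 5199 features changed, 821 of them at least 2-fold. Deviations from the group means had a mean correlation of -0.0068 between samples of the same number over 4 pairs, against 0.0028 for samples of different numbers, a value that is tied to the first because deviations sum to 0 within a group. The alternative that moved the direction counts most was scaling by library size alone, with 3589 higher and 1555 lower features.

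Among the named features, the largest rises at 5 h were in the protein-coding genes shu1 (SPAC1F8.02c), mel1 (SPAC869.07c) and SPBC1289.14. The CPM of shu1 rose from 1.19 ± 0.29 in the controls to 179.7 ± 28.8 at 5 h (SD, n = 4), a log2 fold change of 7.23 (SE 0.16, edgeR adjusted p = 4.38e-14). The CPM of mel1 rose from 0.434 ± 0.207 to 61.1 ± 4.87, a log2 fold change of 7.12 (SE 0.13, edgeR adjusted p = 7.74e-15). For SPBC1289.14 the CPM rose from 0.590 ± 0.236 to 39.1 ± 3.72, a log2 fold change of 6.05 (SE 0.14, edgeR adjusted p = 7.29e-14). The control values of these genes rest on few reads, with 5 to 17 counts per sample for mel1 and 6 to 18 for SPBC1289.14. The largest falls were in thi9 (SPAC9.10), the non-coding RNA prl3 and SPAC806.11. The CPM of thi9 went from 316 ± 21.9 to 41.04 ± 3.23, a log2 fold change of -2.95 (SE 0.087, edgeR adjusted p = 6.33e-13). The log2 fold change of prl3 was -2.78 (SE 0.077) and that of SPAC806.11 was -2.77 (SE 0.077). These features overlap each other, so their counts are not independent measurements.

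The next comparison asked which transcripts differed from control after 24 h in D2O. At 24 h, 5429 features (81.2%) differed from control in the edgeR test, with 2793 higher and 2636 lower. The median absolute log2 fold change of the changed features was 0.60. A change of at least 2-fold was found in 1411 features, with 809 higher and 602 lower. Among protein-coding features 4185 changed, 990 of them at least 2-fold. With the replicate number as a block, 5490 features changed, 1410 of them at least 2-fold. The near balance of directions depended on the scaling, since library size alone gave 3521 higher and 1940 lower features. The mean correlation of deviations was 0.082 between samples of the same number and -0.029 between samples of different numbers.

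The largest rises at 24 h among the named features were in mel1, fub2 (SPBP4G3.03) and the antisense feature SPBP4G3.03-antisense-1. The CPM of mel1 reached 98.2 ± 3.80 (SD, n = 4), a log2 fold change of 7.80 (SE 0.13, edgeR adjusted p = 1.00e-15). The CPM of fub2 rose from 0.459 ± 0.187 to 94.1 ± 12.7, a log2 fold change of 7.68 (SE 0.17, edgeR adjusted p = 1.36e-14). SPBP4G3.03-antisense-1 overlaps fub2 and had a log2 fold change of 7.59 (SE 0.16), so this pair cannot be counted as separate changes. The largest falls were in fio1 (SPAC1F7.08), str3 (SPAC1F8.03c) and str1 (SPBC4F6.09). The CPM of fio1 went from 528 ± 46.0 to 36.9 ± 2.80, a log2 fold change of -3.84 (SE 0.081, edgeR adjusted p = 9.58e-15). The CPM of str3 went from 75.8 ± 12.6 to 5.51 ± 0.894, a log2 fold change of -3.78 (SE 0.16, edgeR adjusted p = 1.21e-11). The CPM of str1 went from 775 ± 18.1 to 60.4 ± 1.29, a log2 fold change of -3.68 (SE 0.060, edgeR adjusted p = 8.09e-16).

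The direct comparison of the exposure times asked how expression moved between 5 h and 24 h. It gave 4563 changed features (68.3%), with 2248 higher and 2315 lower at 24 h, and a median absolute log2 fold change of 0.37. A change of at least 2-fold was found in 426 features, with 289 higher and 137 lower. Among protein-coding features 3559 changed, 236 of them at least 2-fold. With the replicate number as a block, 4678 features changed, 424 of them at least 2-fold. The mean correlation of deviations was 0.21 between samples of the same number and -0.074 between samples of different numbers.

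From 5 h to 24 h the largest rises were in nmt1 (SPCC1223.02), thi2 (SPBC26H8.01) and the non-coding RNA prl10. The CPM of nmt1 was 19.3 ± 2.32 in the controls, 21.7 ± 0.921 at 5 h and 3599 ± 460.4 at 24 h (SD, n = 4). Its log2 fold change was 0.17 at 5 h against control (SE 0.094, edgeR adjusted p = 0.117) and 7.37 at 24 h against 5 h (SE 0.12, edgeR adjusted p = 2.37e-15). The CPM of thi2 was 36.4 ± 2.35 in the controls, 37.2 ± 1.12 at 5 h and 4563 ± 373 at 24 h. The log2 fold change of thi2 from 5 h to 24 h was 6.94 (SE 0.078, edgeR adjusted p = 8.53e-17). The feature prl10 overlaps nmt1 and rose by 6.74 on the log2 scale (SE 0.096). The largest falls were in str3, shu1 and str1. The CPM of str3 was 303 ± 46.9 at 5 h, above the control value, and its log2 fold change from 5 h to 24 h was -5.78 (SE 0.16, edgeR adjusted p = 7.80e-13). The CPM of shu1 was 5.75 ± 0.660 at 24 h, a log2 fold change of -4.97 from 5 h (SE 0.13, edgeR adjusted p = 3.52e-13). The CPM of str1 was 1163 ± 92.3 at 5 h, and its log2 fold change from 5 h to 24 h was -4.27 (SE 0.062, edgeR adjusted p = 9.35e-16). All 14 named features differed between 5 h and 24 h.

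**Figure D2:**
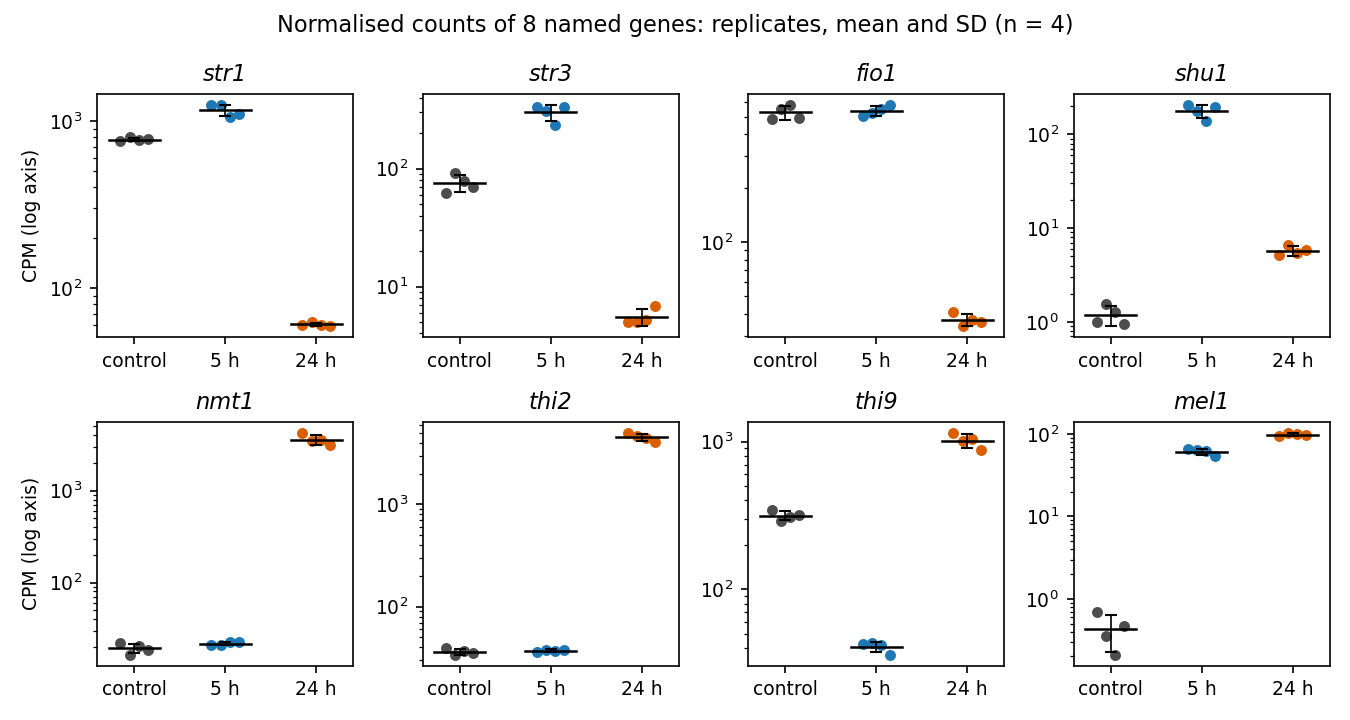
CPM (log axis) of 8 named genes in the control, 5 h and 24 h groups, where points are replicates, horizontal bars are means and error bars are the SD (n = 4). The genes nmt1 and thi2 are near the control level at 5 h and between 3145 and 4988 CPM at 24 h, whereas str1, str3 and fio1 are lower at 24 h than in both other groups.

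The overlap of the calls asked how much of the change was shared by the exposure times. Of the features tested, 4437 differed from control at both times and 583 at neither time. A further 671 were called only at 5 h and 992 only at 24 h, which does not show that the effect differed between the times. Of the shared features, 4104 (92.5%) changed in the same direction, with 2106 higher and 1998 lower. Of these, 2186 moved further from control between 5 h and 24 h, 611 moved back toward control, and 1307 did not differ between the times. The other 333 shared features changed in opposite directions, and 10 of them changed at least 2-fold at both times. With the replicate block the numbers were 4179 in the same direction and 345 in opposite directions. Across features, the log2 fold changes at the exposure times had a Pearson r of 0.811. This describes features, which are not independent replicates, and both fold changes share the control samples. With separate control samples for each time, r was 0.795.

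**Figure D3:**
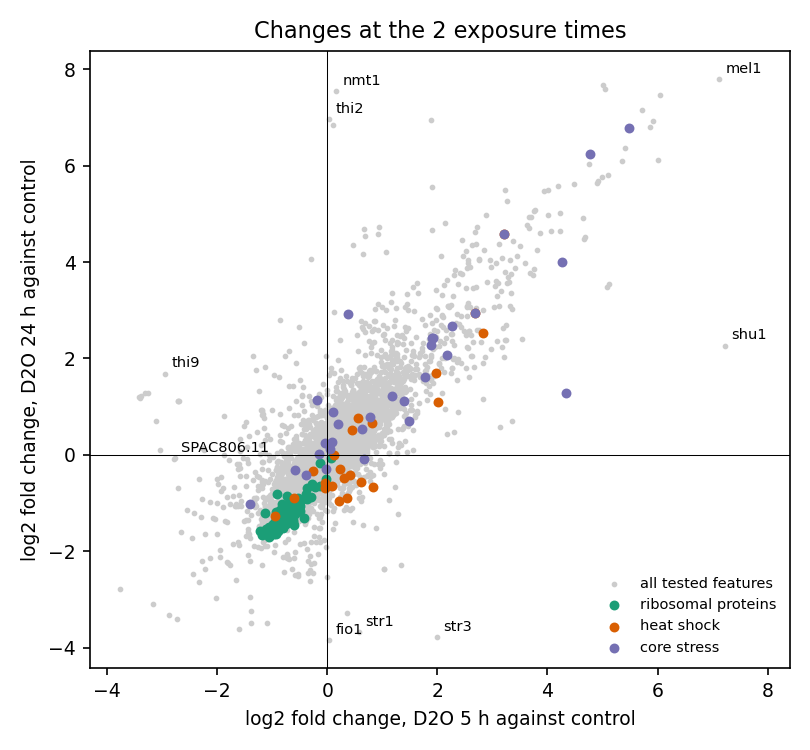
Log2 fold change at 24 h against control (vertical axis) plotted against that at 5 h (horizontal axis) for the 6683 tested features, with r = 0.811. Coloured points are members of the ribosomal protein, heat shock and core stress sets, and the ribosomal protein points lie at or below 0.07 on both axes.

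Gene sets chosen beforehand asked whether stress, cell wall and ribosomal protein transcripts changed as groups. The ribosomal protein score (141 members) changed by -0.71 at 5 h and by -1.21 at 24 h on the log2 scale, with an exact permutation p of 0.0286 and an adjusted p of 0.0306 for both. At 5 h 136 members were lower and 0 were higher, and at 24 h 139 were lower and 0 were higher, and at an unadjusted p under 0.05 the number higher was also 0 at both times. Under library-size scaling the changes were -0.51 and -1.02, where the median feature changed by 0.21 at 5 h and 0.20 at 24 h, against 0.01 at both times with TMM. The median member change lay at percentile 0 of the random lists matched on expression at both times. The core stress score (30 members) rose by 1.36 at 5 h and by 1.59 at 24 h, with an exact permutation adjusted p of 0.0306 for both. Its median member change lay at percentile 100 of the random lists at both times. Its largest member change was in zym1, with a log2 fold change of 5.49 at 5 h and 6.78 at 24 h. The heat shock score (22 members) rose by 0.72 at 5 h (exact permutation adjusted p = 0.0306), with 16 members higher and 3 lower and the median member change at percentile 99.99 of the random lists. At 24 h the mean score was 0.28 above control (exact permutation adjusted p = 0.0306), but 8 members were higher and 13 were lower, and the median member change was -0.38, at percentile 39.97 of the random lists. The median over the set taken within each sample gave a difference of 0.26 (exact permutation adjusted p = 0.0357). That median is an expression level of the middle members and not a median of their changes. The member with the largest change was hsp16, with a log2 fold change of 3.22 at 5 h and 4.59 at 24 h. Both hsp16 and hsp9 (2.69 and 2.94) also belong to the core stress set, so the heat shock and core stress scores are not independent. The higher mean at 24 h came with large rises in such members and does not describe most of the set.

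The cell wall integrity pathway score (31 members) rose by 0.17 at 5 h and by 0.30 at 24 h, with an exact permutation adjusted p of 0.0306 for both. The median member change lay at percentile 92.66 of the random lists at 5 h, inside the range from 5 to 95, and at percentile 97.44 at 24 h. The largest member change was in atf1, with a log2 fold change of 1.42 at 5 h and 1.66 at 24 h. The cell wall synthesis score (32 members tested) rose by 0.12 at 5 h and by 0.11 at 24 h, with an exact permutation adjusted p of 0.0306 for both. Members moved both ways, with 16 higher and 11 lower at 5 h and 16 higher and 10 lower at 24 h. At 24 h cfh2 changed by 1.88, and eng1 and agn1 changed by -1.81 and -1.39. The score is a mean over such members and does not show that wall synthesis itself changed. The median member change lay at percentile 99.64 at 5 h and at percentile 95.42 at 24 h, where it was 0.13. With the median over the set taken within each sample, the difference at 24 h was -0.02 (exact permutation adjusted p = 0.8). Between 5 h and 24 h the score changed by 0.23 for core stress, by -0.45 for heat shock, by -0.50 for ribosomal proteins and by 0.13 for the cell wall integrity pathway, each with an exact permutation adjusted p of 0.0306. The change in cell wall synthesis between the times was -0.01 (exact permutation adjusted p = 0.743) and was not distinguishable from the spread between replicates. Every p of 0.0286 is the smallest that 4 against 4 samples can give, so the sizes of the changes and not the p-values rank the sets.

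**Figure D4:**
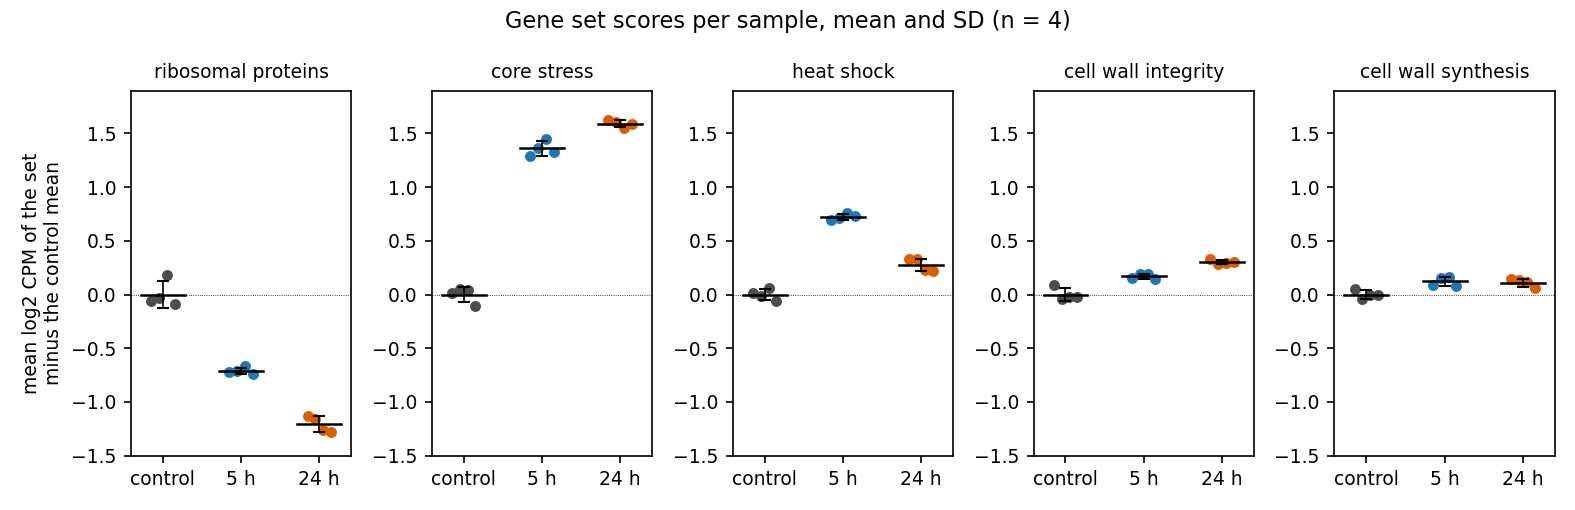
Mean log2 CPM of each gene set minus the control mean (vertical axis, log2) in the control, 5 h and 24 h samples, with points for samples, horizontal bars for means and error bars for the SD (n = 4). Ribosomal proteins changed by -0.71 and -1.21, core stress by 1.36 and 1.59, and heat shock by 0.72 and 0.28 at 5 h and 24 h.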

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

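The regrouping counts at an unadjusted p and the checks of the GC correction were added after the first results were seen.

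The numbers of changed features were tested against regroupings of the samples. For each of the 3 comparisons, 8 of the 35 splits of the 8 samples part all 4 pairs of the same replicate number. Only 1 of the 8, the real split, gave as many changed features in each comparison, and the other splits of that kind gave 0. At an unadjusted p under 0.05 those other splits gave at most 888, 458 and 677 features, against 5221, 5489 and 4730 in the real splits. With 8 such splits the share cannot fall below 0.05, so this test alone cannot settle the matter. The remaining 27 splits keep some pairs together, and the highest count among them was 0 for 5 h against control, 0 for 24 h against control and 27 for 24 h against 5 h (996, 850 and 1665 at an unadjusted p under 0.05). In 100 regroupings of the 12 samples, 1 (the real one) gave as many features changed in the same direction at both times, and 1 gave as many in opposite directions. The other regroupings had a median of 0 features in both cases, and the highest was 2619 in the same direction and 0 in opposite directions. Only 2 of them had any feature shared in direction, and both used a whole sample group as the reference. The 2619 features therefore carry a difference between real groups and are not a chance level. At an unadjusted p under 0.05, the real grouping gave 4192 in the same direction, against a median of 10 and a highest value of 3233 in the others. In opposite directions it gave 355, and 1 other regrouping passed it with 384. The correlation of 0.811 was reached or passed by 29 of the 100 regroupings, the real one included, and the median over all the others was 0.50. With separate control samples for each time r was 0.795, so sharing the controls accounts for little of its size. An r of this size does not by itself set the real grouping apart from other groupings.

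Technical explanations for the large numbers of changed features were tested next. After a trend with feature length was removed from each sample, 5128 features changed at 5 h, 5495 at 24 h and 4548 between the times. After removal of a trend with GC content the counts were 5121, 5437 and 4576. On 6683 simulated features, the correction took the number of calls from 3451 to 0 for an imposed length trend and from 3380 to 0 for an imposed GC trend. GC content was known for 6542 of the features. Before correction, Spearman's rho across features between the log2 fold change and length was 0.0057 at 5 h, 0.074 at 24 h and 0.139 between the times. With GC content it was -0.127, -0.042 and 0.079. After correction, rho with length was at most 0.024 in size, and that with GC content was at most 0.019. At 5 h rho with length was -0.016 after correction, so its small size does not show that a trend was removed there. Protein-coding features that overlap no other listed feature changed in 79.5%, 83.0% and 70.5% of cases in the same order. Those that overlap another changed in 77.7%, 81.7% and 69.5%. Length, GC content and shared counts were thus not found to be the source of the numbers. Feature counts that include non-coding RNAs remain affected by shared reads, as described for antisense features among the other observations.

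A sample stood apart from its 3 group mates in 7 of 84 groups tested, where 4.2 are expected by chance. In the 24 h group, replicate 2 had an rRNA share of 2.85% against 0.119% to 0.177%, a gap of 0.979 of the range. Its protein-coding share of 86.8% against 89.2% to 89.4% stood apart by 0.922 of the range. With rRNA features included, the chi-square per degree of freedom of replicate 2 against the other 24 h samples was 111 to 126, against 10.8 to 21.6 for the pairs without it. Without rRNA features it was at most 18.7, inside the range of 10.4 to 21.1 of the other pairs. This is consistent with rRNA carry-over in that sample that left the other features in the range of their replicates. No biological explanation was tested.

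The other 5 cases came from 4 samples. At 5 h, replicate 4 had 140 features without counts against 132 to 133 (a gap of 0.875 of the range). The same sample had 8.92% of its counts in the 10 most counted features against 8.12% to 8.23% (0.853 of the range). The CPM of SPBC1289.14 in control replicate 4 was 0.236 against 0.700 to 0.716 (0.968 of the range), where the count was 6. The CPM of fub2 in 5 h replicate 3 was 16.6 against 14.04 to 14.4 (0.874 of the range). The CPM of str3 in 24 h replicate 4 was 6.84 against 5.00 to 5.20 (0.890 of the range). No cause was tested for these cases.

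All 14 named features had log2 changes from control that differed between 5 h and 24 h, by the edgeR test of the difference. The difference (24 h minus 5 h) was 7.37 for nmt1, 6.94 for thi2, 6.74 for prl10 and 4.63 for thi9. It was 2.70 for SPAC806.11, 2.69 for prl3, 2.67 for fub2 and 2.54 for SPBP4G3.03-antisense-1. It was 1.41 for SPBC1289.14 and 0.68 for mel1. It was -5.78 for str3, -4.97 for shu1, -4.27 for str1 and -3.87 for fio1. Features of the 24 h against 5 h comparison were chosen for this difference, so the test is not informative for them. The others were chosen for their changes against control, from samples that also enter the difference. Their test is therefore not free of selection either. Under median-of-ratios or library-size scaling 0 of the features changed sign or lost significance, but these scalings moved the median feature only from -0.01 to -0.02, so this check cannot rule scaling out. Without 24 h replicate 2, which had the high rRNA share, 0 did so. A scaling shifts all features of a sample alike, whereas the 14 differences ran from 7.37 for nmt1 to -5.78 for str3. Their SEs lay between 0.062 and 0.16. These opposite directions argue against scaling as the source of the 14 differences as a group. Of the 14 features, 7 overlap another listed feature (thi9, prl3, SPAC806.11, fub2, SPBP4G3.03-antisense-1, nmt1 and prl10), and for these the change cannot be told apart from that of the overlapping feature. For the others, an effect of longer exposure to D2O or of culture age may be the source, and the design does not separate them.

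Gene set changes also differed between the times by exact permutation tests of 4 against 4 samples. The difference between 24 h and 5 h was 0.13 for the cell wall integrity pathway, 0.23 for core stress, -0.45 for heat shock and -0.50 for ribosomal proteins (adjusted p = 0.0306 each). Relative to the median feature, 0 of these gene sets changed sign between the 3 scalings, but subtracting the median removes the shift that a scaling applies, so this check cannot rule scaling out. Without that subtraction, library-size scaling gave 0.12, 0.22, -0.46 and -0.51 in the same order. The SDs of these scores were at most 0.066 at 5 h and 0.074 at 24 h. A scaling shifts all sets of a sample alike, so it cannot give rises and falls at once. The opposite directions therefore argue against scaling as the source of the 4 differences as a group. A change in total RNA per cell would not be seen under any of these scalings, and time in D2O cannot be told apart from time in culture.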

How the results depend on the processing

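Of 748 comparisons of an alternative with the reported value, over 48 results, 722 kept their direction and side of the threshold or stayed within the set range. Another 10 moved, 14 were weaker and 2 reversed. All 18 named log2 fold changes kept their direction and an adjusted p under 0.05 under every alternative in which they were tested. They were chosen as the largest changes, so this outcome says little about the processing. They are among the 48 results and add to the number of comparisons that kept their direction.

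The number of features changed stayed within 1.5 times the reported number under every alternative. At 5 h it ranged from 4076 without non-coding features to 5199 with the replicate block. At 24 h the corresponding numbers were 4258 and 5490, and between the times 3623 and 4678. DESeq2 gave 5111, 5418 and 4573. With library-size scaling 1555 features were lower at 5 h instead of 2492, and 3589 were higher instead of 2616. At 24 h 1940 were lower instead of 2636, and 3521 were higher instead of 2793. Under that scaling the median feature changed by 0.21 at 5 h, against 0.01 with TMM. Without non-coding features, 532 features changed at least 2-fold at 5 h instead of 821, and 242 between the times instead of 426. Most of this drop is the removal of features from the count. With all features in the model, 517 and 236 protein-coding features changed at least 2-fold.

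The correlation across features moved by more than 0.0036, its SD over the 12 fits that each left out 1 sample, under 4 other alternatives. It was 0.785 without the low-count filter, 0.818 with the replicate block, 0.839 without non-coding features and 0.795 with separate controls, against 0.811. In the fits that left out 1 sample it ranged from 0.806 to 0.819, and 3 of the 12 differed by more than that SD. The cause was not tested.

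The gene set result that depended most on the processing was the cell wall synthesis score. At 5 h the median over the set gave 0.0727 (exact permutation adjusted p = 0.0659). At 24 h median-of-ratios scaling gave 0.0949 (exact permutation adjusted p = 0.0612), and the median over the set gave -0.0187 (exact permutation adjusted p = 0.8). The cause of these weaker results was not tested. Library-size scaling went the other way, with 0.322 at 5 h and 0.297 at 24 h. For the cell wall integrity pathway it gave 0.371 and 0.489, against 0.171 and 0.304. Under that scaling the median feature itself rose by 0.21 and 0.20.

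Leaving out 1 sample lost 171 to 213 of the calls at 5 h, 154 to 185 at 24 h and 194 to 283 between the times, and 0 of the calls that stayed changed sign. Gene set scores kept their sign in all 112 comparisons without 1 sample that were significant with all samples, and 100 of these kept an adjusted p under 0.05 in the exact test. The other 12 had an exact permutation p of 0.0571 and an adjusted p of at most 0.0612. They were 4 of 8 fits for the cell wall integrity pathway at 5 h, and 2 of 8 at 5 h and 6 of 8 at 24 h for cell wall synthesis. Over all 8 fits of each, the changes ranged from 0.157 to 0.199, from 0.109 to 0.141 and from 0.0981 to 0.130 in the same order. The change of cell wall synthesis between the times, which was not significant, ranged from -0.0239 to 0.00763 and reversed in 1 fit. Depth limits mainly the low control values, since 3 counts correspond to at least 0.104 CPM.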

Other observations

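The tests of antisense features, of the position of raised genes and of end genes by control counts were chosen after the result was seen. So were those of glucose-responsive genes without a pair of members and of the iron use list without ctt1. The thiamine and iron lists were prompted by the named features, and the tests left out the list members already examined by then, except ctt1, which is also in the core stress set.

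Antisense features followed the genes they overlap. Over 597 pairs, the log2 fold changes at 24 h of the antisense feature and its sense gene had a Pearson r of 0.952 across pairs. The r with the next gene along that does not overlap was 0.149. The median ratio of antisense to sense count in the controls was 0.898. All 98 antisense features in pairs that changed at least 2-fold had a sense gene that changed in the same direction. This is consistent with reads being counted for features on both strands, so antisense changes in these counts may not be changes in antisense transcription.

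Thiamine-related genes rose together between 5 h and 24 h. The members not looked at beforehand were thi4, pho4, bsu1 and thi5, and all 4 were higher at 24 h than at 5 h. Their log2 fold changes between the times were 0.76, 2.15, 1.55 and 1.42. Their median of 1.49 lay at percentile 99.98 of 10000 random lists matched on expression. At 5 h all 4 were lower than in the controls, by a median of -0.55. At 24 h 3 of them were above control, and thi4 was at the control level (-0.02, edgeR adjusted p = 0.674). A candidate explanation is that thiamine in the medium was used up or taken up less well by 24 h. A shortage in an ageing culture would look the same without D2O, and this was not tested.

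Most genes listed for iron uptake fell and most genes listed for iron use rose between 5 h and 24 h. The iron uptake genes not looked at beforehand (str2, frp2, sib1, sib2 and SPBC17G9.06c) had a median log2 change of -0.57 between 5 h and 24 h, at percentile 0.45 of random lists. Of the 5, 4 were lower at 24 h, and SPBC17G9.06c did not differ. Genes listed for iron use were taken to be lowered when iron is short. Their median change between the times was 1.59, at percentile 100 of random lists. Members were matched by symbol or synonym, which does not show that each protein uses iron. Of these 8 genes, 7 were higher at 24 h, and lys4 was lower. Without ctt1 the median was 1.51, at percentile 100. At 5 h the log2 fold changes against control were 2.84 for frp2 and 1.34 for sib2, and -1.87 for sdh2 and -1.14 for sdh4. Members of the lists also went the other way at 5 h, with -0.53 for str2, -0.15 for SPBC17G9.06c and 0.37 for ctt1. At 24 h the uptake genes not looked at beforehand had a median of 0.20 against control, with 3 higher and 1 lower. With the 6 members already examined, the median at 24 h was -0.96 (percentile 0.29), with 4 higher and 6 lower, but those members were partly chosen for their falls. The iron use list had a median of 0.59 against control at 24 h (percentile 97.72), with 5 higher and 2 lower. Without ctt1 this median was 0.42 (percentile 92.26). Genes such as frp2 and sib1 stayed above control at 24 h, and leu2 stayed below it. These patterns suggest, as a hypothesis, a state like iron shortage at 5 h that did not persist at 24 h, and whether iron supply at 24 h was above that of the controls is left open.

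Starvation of the 24 h cultures was tested as another source of their changes. The nitrogen starvation list (18 genes) had a median log2 change against control at 24 h of -0.07, at percentile 26.67 of random lists. Members were matched by symbol, which does not show that each gene responds to nitrogen shortage. At that time 7 genes were higher and 8 were lower. Members moved both ways, with 3.48 for isp6 and 1.27 for ste11, and -0.91 for rep1 and -0.87 for isp4. A median over such members does not decide whether nitrogen was short relative to control. Between 5 h and 24 h the same list had a median of 0.21, at percentile 98.29, with 10 genes higher and 3 lower. The glucose list (9 genes) lay at percentile 99.44 with a median of 0.72, and 7 genes were higher than control. Without gut2, which lies beside nmt1, and ght3, which lies beside shu1, the percentile was 94.55. Between 5 h and 24 h the list lay at percentile 99.94, and without that pair at percentile 100 with a median of 0.72. Glucose shortage in the 24 h cultures may therefore contribute, although the labels place them in exponential phase, and against control, but not between the times, the result depends on a pair of genes.

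Genes near the ends of chromosomes I and II were raised at least 2-fold more often than other genes, although most raised genes (346 against 103 at 24 h) lay elsewhere on them. Of 193 tested protein-coding genes among the outermost 50 of each end of chromosomes I and II, 103 (53.4%) were raised at 24 h, against 8.69% of 3983 other genes. The odds ratio was 12.02 (Fisher's exact test, p = 2.95e-52, adjusted p = 1.14e-51 over 6 tests). At 5 h it was 14.6, and between the times 8.42. Between the times the end genes were also lowered at least 2-fold more often, in 4.66% of cases against 0.753% (Fisher's exact test, p = 5.06e-05). Against control no such excess was shown. At 5 h the lowered shares were 5.18% and 3.21% (Fisher's exact test, p = 0.145). At 24 h they were 9.33% and 8.89% (Fisher's exact test, p = 0.796). Neighbouring genes are not independent, so these p-values overstate the evidence. The share at 24 h was 73.1% in the outermost 25 genes and 35% in the next 25, and between 6.06% and 14% beyond. It was 54.2%, 62%, 55.3% and 41.7% at the 4 ends. On chromosome III the odds ratio was 1.201 (Fisher's exact test, p = 0.519), and the difference between chromosomes was not tested.

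Technical explanations of the position effect were tested at 24 h. With a mean of at least 50 counts in the controls the odds ratio was 6.89. With that minimum over all samples, which the rise itself helps to pass, it was 10.46. Without genes that share a near-identical stretch with another gene it was 8.18, and over genes that overlap no other listed feature it was 9.40. Within 10 strata of control expression the odds ratio was 6.53. Low counts, shared reads and lower expression of end genes were therefore not sufficient explanations. A strain that differs from the reference near its chromosome ends would affect all groups alike and was not tested. A loss of silencing near chromosome ends in D2O, or with culture age, may be considered as a hypothesis, but it does not account for the end genes that fell between 5 h and 24 h.

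Neighbouring genes changed together at 24 h. The Pearson r across pairs was 0.258 for divergent neighbours that do not overlap, 0.174 for convergent and 0.248 for tandem neighbours. Read-through between neighbours would raise r in convergent and tandem pairs, and r was not higher there than in divergent pairs. Divergent pairs were not shown to be free of other sources of shared change, so this comparison cannot exclude read-through. Without genes near the chromosome ends, r was 0.109 for divergent pairs, where the highest of 1000 shuffles was 0.103. For tandem pairs r was 0.0927, where the highest shuffle was 0.0697. For convergent pairs it was 0.0825 (permutation p = 0.065), so no relation was shown to remain there. Spearman's rho of divergent pairs went from 0.207 to 0.152. The chromosome ends may thus account for part of the relation, by an amount that depends on the measure and the orientation.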
